A study of Mus musculus with 2 samples. Its data were reported in "Tcf1 and Lef1 provide constant supervision to mature CD8+ T cell identity and function by organizing genomic architecture" (2021).

How the data were processed

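Tcf1 ChIP-seq was performed with an anti-Tcf1 antiserum on naïve CD8+ T cells sort-purified from mouse spleen, in 1 WT library and 1 Tcf1-deficient library. The deposited processed data consist of 1 peak list, in which the authors used the WT library as treatment and the Tcf1-deficient library as control. The labels describe the control cells as Tcf1-deficient in the title and as lacking both Tcf1 and Lef1 in the genotype field, while the study's methods describe mice in which Tcf7 alone was deleted with Cd4-Cre. The control group is named here by the title, and whether the control cells lacked Lef1 stays unsettled between these sources. The labels do not give the sex of the mice, and the study's methods state that males and females were both used, without saying which went into these libraries. With 1 library per group no replicate check was possible, peaks are not replicates, and the peak caller's p compares the 2 libraries, not the genotypes.

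Reads were aligned by the authors to the mm9 mouse genome with Bowtie2, and peaks were called with MACS2 version 2.1.1.20160309 in paired-end mode at a p limit of 1e-05, keeping 1 fragment per position. Per the file headers, the WT library held 46428124 fragments, of which 36938606 (79.6%) were kept after removal of duplicates, and the Tcf1-deficient library held 36118114 fragments, of which 27625250 (76.5%) were kept. The ratio of kept fragments was 1.34. The headers also give a fragment length parameter of 185 and an effective genome size of 1.87e+09.

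The deposited signal column (pileup) is the number of WT fragments over the summit, a coverage in whole numbers that the authors did not scale. The deposited fold enrichment is a ratio, the WT pileup plus a pseudocount of 1 over the local level expected from the control library plus 1. The deposited −log10 p is a Poisson p of the pileup against that level, and the deposited −log10 q is its FDR-adjusted form. The deposited positions are 1-based coordinates, and the deposited width in bp equals end minus start plus 1. The header states that the larger library was scaled to the smaller and that q was not calculated. Neither statement held in the file: for 100% of the 21920 peaks whose p could be recomputed in floating point, a Poisson p from the unscaled pileup and the control level matched the deposited −log10 p within 0.01, and every q was positive. Pileup, fold enrichment, p and q per peak are the authors' values, and no value column was left unused.

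The control level at each summit was computed back as (pileup + 1)/fold enrichment − 1. It was never under a genome-wide floor of 5.42 fragments. Above the floor, the control level moved mostly in steps of 0.669, the share of 1 read end after scaling to the WT depth. Of the 3387 levels above the floor and under 15 fragments, 91.6% were whole multiples of that step. The floor equals 8.10 read ends. At the floor a fold enrichment of 4 required a pileup of 25, for which the Poisson 95% interval is 16.2 to 36.9.

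High-confidence peaks were defined as in the study's methods, with a fold enrichment of at least 4, p under 1e-05 and q under 0.05. Analyses of placement used the numbered chromosomes and X, and the span of each chromosome was taken from its first to its last deposited peak. A summit was called clustered when another high-confidence summit lay within 10 kb. The share of such summits and the variance over mean of summit counts in 100-kb bins were tested one-sided against 1000 random placements of as many summits per chromosome. The median log2 fold enrichment of clustered and isolated peaks was compared by a two-sided permutation test with 100000 resamples, and the width and fold enrichment of peaks by Spearman's rho with a permutation test of the same size.

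The reference genome NCBIM37, which is mm9, and the matching GENCODE vM1 annotation were used for sequence and position. A gene table of another build was not used for coordinates. Promoters were defined as the 1 kb on each side of an annotated transcription start site of any transcript, other peaks within a gene were assigned to the gene body, and both gene body and intergenic peaks were called distal. The promoter share was tested with a one-sided binomial test against the promoters' share of the genome. A Tcf/Lef core of 7 bases (ATCAAAG) was searched on both strands within 100 bp of each summit. As background, windows of the same size were taken 2 kb to each side, and the core read backwards (GAAACTA) was searched in the same windows. An ETS core (CGGAAGT) and a Runx core (TGTGGTT), each with its reversed control, were treated in the same way, and Fisher's exact test was two-sided. These 6 sequences were fixed before any sequence around a peak was read. The study had already described Tcf/Lef and ETS motifs in the same peaks, so finding those cores again is not independent support. A position-weight matrix with a motif score was not used here. All 7-mers within 50 bp of summits were also ranked by their excess over the flanks. The odds ratio of the core between distal and promoter peaks was computed within 5 ranges of fold enrichment, with a chi-square test of homogeneity. Promoters of protein-coding genes without a deposited peak served as a further background; windows were placed at the offsets from the start site seen for promoter peaks and weighted to their GC content in bins of 5 percentage points. Intervals of shares are 95% Wilson intervals, those of densities are Poisson and those of odds ratios log-normal. They cover counting error only, and because neighbouring peaks are not independent they, and the p-values across peaks, are too narrow or too small.

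The comparisons, their tests and all alternatives except those named as added in the closing section were chosen before the data were examined. The odds ratio of the core between distal and promoter peaks, with its 7 alternatives, was chosen after the data were seen. Alternatives covered the fold minimum, the q limit, merging of neighbouring peaks, the neighbour distance, the bin width, the placement model, the promoter definition, the sequence window and the pseudocount. The peaks and regions named are the 5 high-confidence peaks with the largest fold enrichment, the 3 with the largest pileup, the widest peak, the 3 bins of 100 kb with the most summits, and the peaks in the gene body and the 50 kb upstream of Tcf7, Cd4, Myb, Ccr7, Prdm1 and Inpp4b. Reads over the targeted exons of the control cells were not analysed here, since the processed file used here holds peaks and not coverage.

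The code was tested on simulated data. Uniformly placed summits were called clustered by neighbour share in 6% of 200 simulations and by dispersion in 3.5%, and planted clusters were called in 100%. Medians without a difference were called in 8% of 100 simulations and unrelated values were called correlated in 6%, against 100% for planted effects. All of 500 planted cores were found, and 2.32% of 5000 random sequences held the core by chance. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.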

Results

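Tcf1 binding in naïve CD8+ T cells was measured by ChIP-seq in 1 WT library of 36938606 fragments and 1 Tcf1-deficient library of 27625250 fragments after removal of duplicates. The Tcf1-deficient library, made with the same antiserum, served as the control, and its local level entered the fold enrichment only where it exceeded a genome-wide floor. The comparison of the 2 libraries asked where Tcf1 was bound in WT cells.

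The deposited list held 22286 peaks, of which 19042 (85.4%) passed a fold enrichment of at least 4, p under 1e-05 and q under 0.05 and were taken as high-confidence Tcf1 peaks. The other 3244 peaks fell under the fold minimum, and 0 failed the q limit. A fold minimum of 8 moved this count most, to 7536 peaks. The counts were 1519 peaks at a fold enrichment of 20 or more, 235 at 40 or more and 5 at 100 or more. Across high-confidence peaks the median fold enrichment was 6.86 (interquartile range 5.14 to 10.6), the median pileup was 44 fragments (interquartile range 33 to 70) and the median width was 484 bp (95% interval of the median 480 to 489). The control level was at its floor of 5.42 fragments at 16431 high-confidence peaks (86.3%), so the median control level equalled the floor. Fold enrichment at these peaks was therefore set by the WT pileup alone. At this depth 3881 high-confidence peaks (20.4%) lay within 1 Poisson SD of the fold minimum, as did 2186 of the peaks under it, so their side of the minimum was within counting error.

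**Figure D1:**
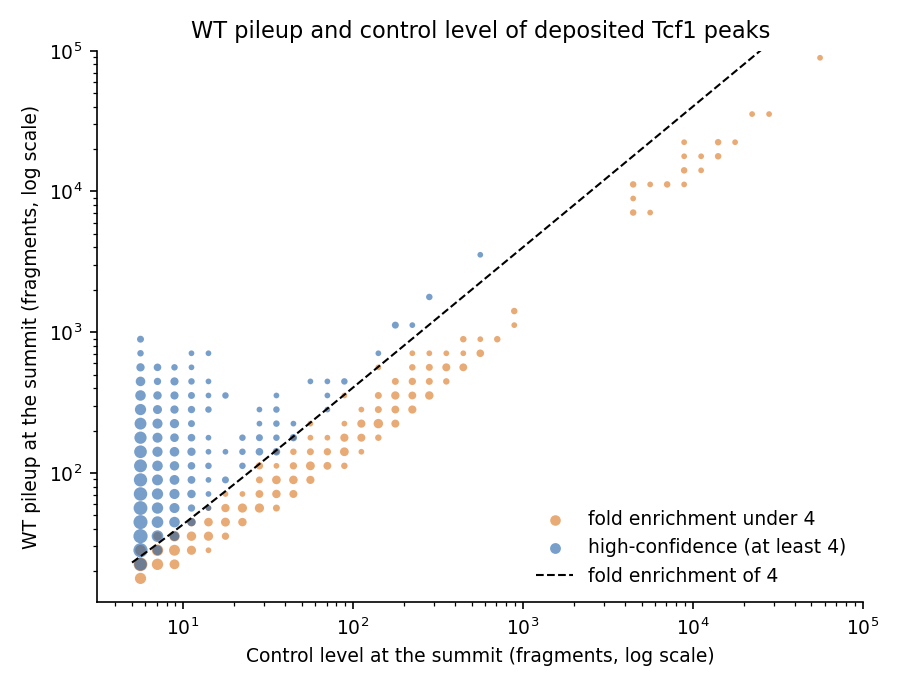
WT pileup at the summit (fragments, log scale) against the control level (fragments, log scale) for the 22286 deposited peaks in a grid, larger points standing for more peaks and the dashed line for a fold enrichment of 4. Most high-confidence peaks stand in the column at the control floor of 5.42, and peaks with a control level over 50 lie mostly under the line, 229 of them against 14 above it.

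The gene targeted in the control cells, Tcf7 (ENSMUSG00000000782.8, chromosome 11, 52065873 to 52096681, minus strand, mm9), encodes Tcf1. The gene body and the 50 kb upstream held 16 high-confidence peaks, with fold enrichments from 4.52 to 142 and a median of 9.58, and 3 of these peaks carried the Tcf/Lef core. The peak at 52126992 to 52128354 was intergenic, 31.2 kb upstream of the Tcf7 start site. It had the largest fold enrichment of the whole list, 142, with a pileup of 997 against a control level of 6.02. A second upstream peak with the core, at 52122786 to 52123485, had a fold enrichment of 36.3. The promoter peak at 52096522 to 52098311 also carried the core, with a pileup of 367 against a control level of 17.4, so fragments were recovered there in the Tcf1-deficient library as well. Fragments over the targeted exons were not analysed here.

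**Figure D2:**
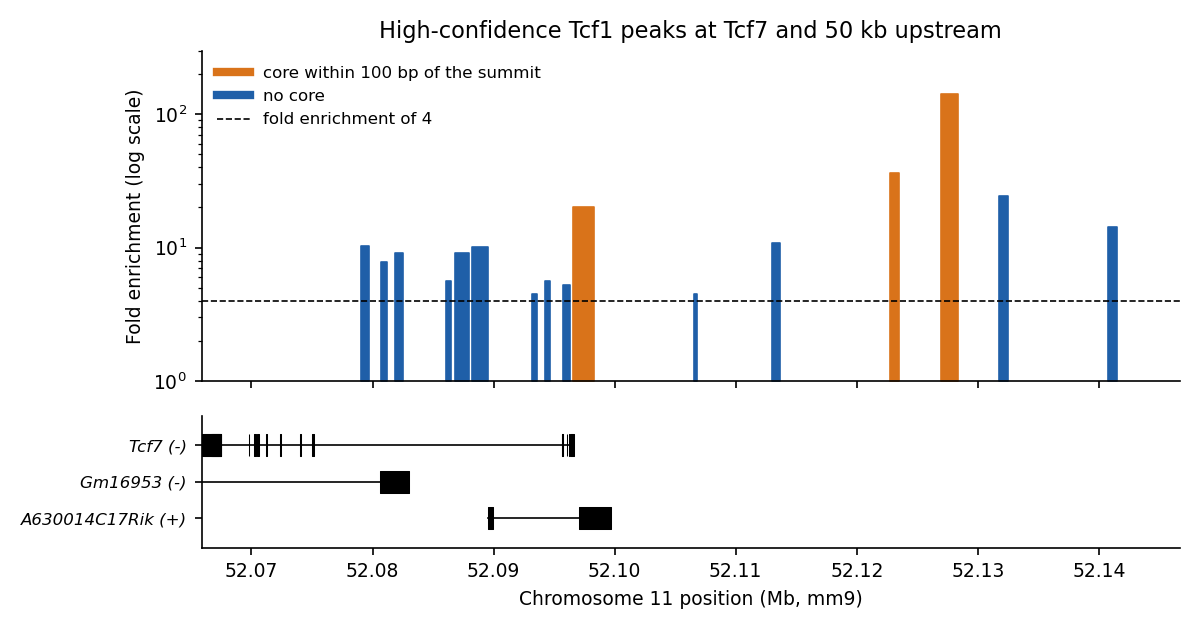
Fold enrichment (log scale) of high-confidence Tcf1 peaks along chromosome 11 (position in Mb, mm9) over Tcf7 and 50 kb upstream, coloured by the core within 100 bp of the summit, with the annotated exons drawn under the peaks. The tallest bar is the peak of fold enrichment 142 upstream of Tcf7.

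The next largest fold enrichment, 136, was at chromosome 1, 163708929 to 163709785, an intergenic peak without the core whose nearest start site, 9.04 kb away, was that of Fasl. It was followed by an intergenic peak without the core on chromosome 6 (146028405 to 146030236, fold enrichment 126), 66.0 kb from the start site of Itpr2. Intron peaks with the core followed in Akap2 (chromosome 4, 57846610 to 57847505, fold enrichment 112) and Znrf3 (chromosome 11, 5311365 to 5312209, fold enrichment 111). The high-confidence peaks with the largest pileups were different ones. The largest pileup was at the widest peak, 5787 bp at chromosome 17, 39979970 to 39985756, near AY036118, with a pileup of 3346 against a control level of 585 and a fold enrichment of 5.71. A peak in an intron of Filip1l (chromosome 16, 57391267 to 57391781) had a pileup of 1667, and an intergenic peak on chromosome 3 (5860351 to 5860810) had a pileup of 1647. Both stood against a control level of 284, with fold enrichments of 5.85 and 5.78. Only 14 high-confidence peaks had a control level over 50, against 229 of the peaks under the fold minimum.

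The genes fixed in advance for closer description differed in their number of high-confidence peaks. Their regions were of unlike length, from 60.9 kb for Ccr7 to 832 kb for Inpp4b. Per 100 kb, Inpp4b had the fewest peaks (1.44), followed by Myb (2.32). Cd4 (ENSMUSG00000023274.7, chromosome 6) had 3, none with the core, the strongest in an intron at 124835104 to 124836569 with a fold enrichment of 34.1. The other 2 peaks of this region lay nearest the start sites of Lag3 and Mlf2. Prdm1 (ENSMUSG00000038151.6, chromosome 10) had 4, of which an intron peak with the core at 44167821 to 44168573 reached a fold enrichment of 41.5. A Prdm1 peak without the exact core at 44202795 to 44203474 had a fold enrichment of 13.6 and lay 24.6 kb upstream of the nearest Prdm1 start site, within an intron of a longer annotated transcript. Ccr7 (ENSMUSG00000037944.8, chromosome 11) had 8 peaks with fold enrichments from 4.05 to 25.1. The strongest was 15.9 kb upstream of the start site. Inpp4b (ENSMUSG00000037940.8, chromosome 8) had 12 peaks with fold enrichments from 4.05 to 20.4, and 3 of them carried the core. Myb (ENSMUSG00000019982.7, chromosome 10) had 2 peaks without the core, with fold enrichments of 5.61 in an intron and 6.08 at 25.9 kb upstream. The paper linked the Myb promoter to 3 sites that lost accessibility in cells lacking Tcf1 and Lef1. Those sites lie farther than 50 kb upstream, outside the region counted here.

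Whether Tcf1 peaks concentrate in parts of the genome was asked next, since the study related the density of peaks to chromatin structure. Of the 19038 high-confidence summits on the numbered chromosomes and X, 49.2% had another summit within 10 kb. Random placements gave a mean of 14.8% and at most 15.9% (one-sided permutation p = 1e-03, the smallest that 1000 placements can give). Among the alternatives, placing random summits within 50 kb of a start site narrowed the contrast most at this distance, with a random mean of 22.1%. Counts in 100-kb bins had a variance over mean of 3.31, against a random mean of 1.06 and a highest random value of 1.09 (one-sided permutation p = 1e-03, again the smallest possible). Of 25667 bins, 7750 (30.2%) held a summit, and the 941 bins with 5 or more held 6327 summits (33.2%). The fullest bins held 17 summits each, at chromosome 1, 90500001 to 90600000, which overlaps Arl4c, and at chromosome 6, 48600001 to 48700000, which overlaps 7 Gimap genes. A bin at chromosome 17, 35300001 to 35400000, held 16 summits, 8 of them in promoters and 0 with the core, and is the first by position of 2 bins with that count.

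Clustered peaks were slightly stronger than isolated ones. The median fold enrichment was 7.17 for 9358 clustered peaks and 6.59 for 9680 isolated peaks, a difference of 0.12 on the log2 scale (two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). Width rose with fold enrichment across the 19042 peaks (Spearman's rho = 0.684, two-sided permutation p = 1e-05, the smallest possible), a relation across peaks of 1 list, which are not independent replicates. It was the only correlation planned, and at a fold minimum of 8 the rho was 0.393. A called peak is the stretch of signal above the caller's limit, so taller peaks tend to be wider by construction. The null of no relation could not be expected to hold, and the p adds no support.

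Peak density differed between chromosomes. The autosomes ranged from 5.78 summits per Mb on chromosome 18 to 12.5 on chromosome 11, with a median of 7.52. Chromosome X had 283 high-confidence summits (Poisson interval 251 to 318), or 1.75 per Mb, the lowest of the 20 chromosomes. The ratio of X to the pooled autosomes was 0.224 (interval 0.199 to 0.252). Per protein-coding gene, the alternative that moved it most, the ratio was 0.347. Of the deposited peaks, 61.1% on X (56.6 to 65.5) and 86.2% on the autosomes (85.7 to 86.6) passed the high-confidence criteria. The X peaks that failed include groups of 26, 18, 11 and 4 neighbouring peaks with control levels over 50. The highest fold enrichment in these groups was 3.94.

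**Figure D3:**
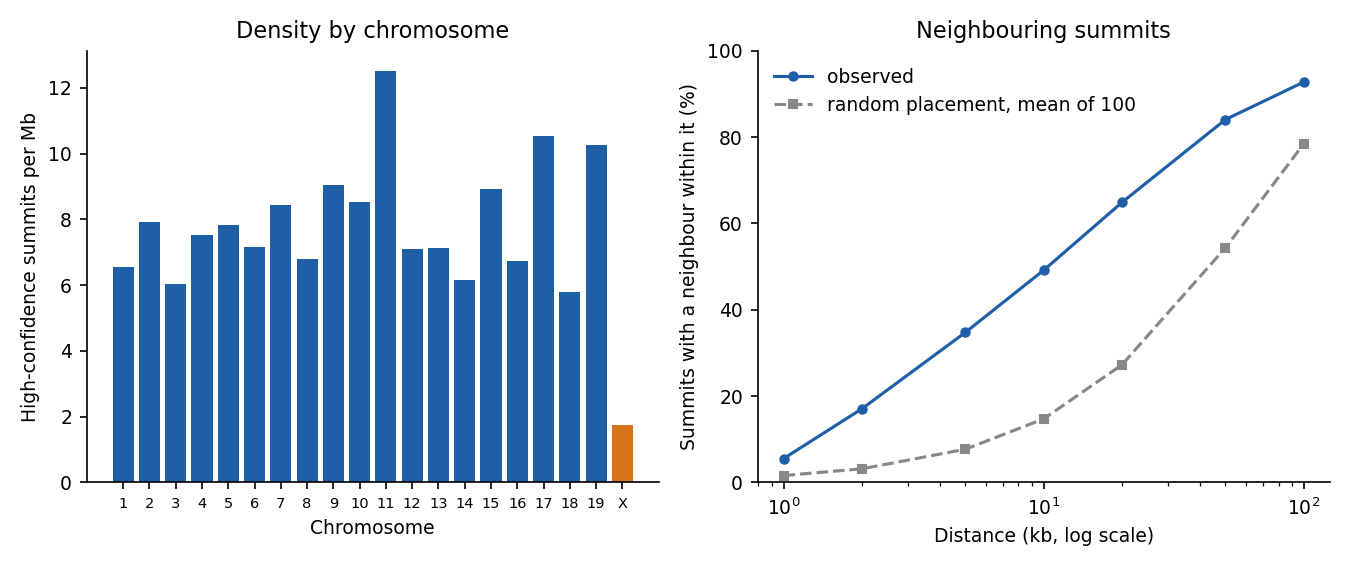
Left, high-confidence summits per Mb for each chromosome, with X in orange at 1.75. Right, the share of summits (%) with another summit within a distance (kb, log scale), observed (solid line) and as the mean of 100 random placements (dashed line); at 10 kb the observed share is 49.2%.

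The study distinguished promoters from distal regions. Promoters, which made up 4.15% of the genome, held 7547 of the 19042 high-confidence peaks, or 39.6% (38.9 to 40.3), which was 9.55 times the share of the genome (one-sided binomial test, −log10 p = 5090). Widening promoters to 2.5 kb moved the share most, to 46.9%, but such promoters made up 9.29% of the genome, so the enrichment fell to 5.05 times. Gene bodies held 6284 peaks (33.0%) and intergenic regions 5211 (27.4%). Promoter peaks had a lower median fold enrichment than distal peaks (6.54 and 7.17), a larger median width (541 and 452 bp) and a higher median GC content around the summit (62.2% and 48.8%).

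The exact Tcf/Lef core ATCAAAG lay within 100 bp of 1940 high-confidence summits, or 10.2% (9.77 to 10.6), against 3.31% of the flanking windows (Fisher's exact test, two-sided, −log10 p = 231). The reversed sequence was found at 2.40% of summits and 2.51% of flanks. Leaving any 1 of the 7 bases free moved the share most, to 56.5% of summits against 51.8% of flanks. In peaks with the core, the nearest copy lay at a median of 18 bp from the summit (interquartile range 7 to 41), and 60.1% had it within 25 bp. Distal peaks carried the core in 13.5% (12.9 to 14.1) and promoter peaks in 5.13% (4.65 to 5.65), against 3.13% and 3.58% of their flanks. The odds ratio of the core in distal against promoter peaks was 2.89 (Fisher's exact test, two-sided, −log10 p = 83.9), and it fell to 1.17 among peaks with a fold enrichment of 20 or more, where it was not past the threshold (Fisher's exact p = 0.349).

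**Figure D4:**
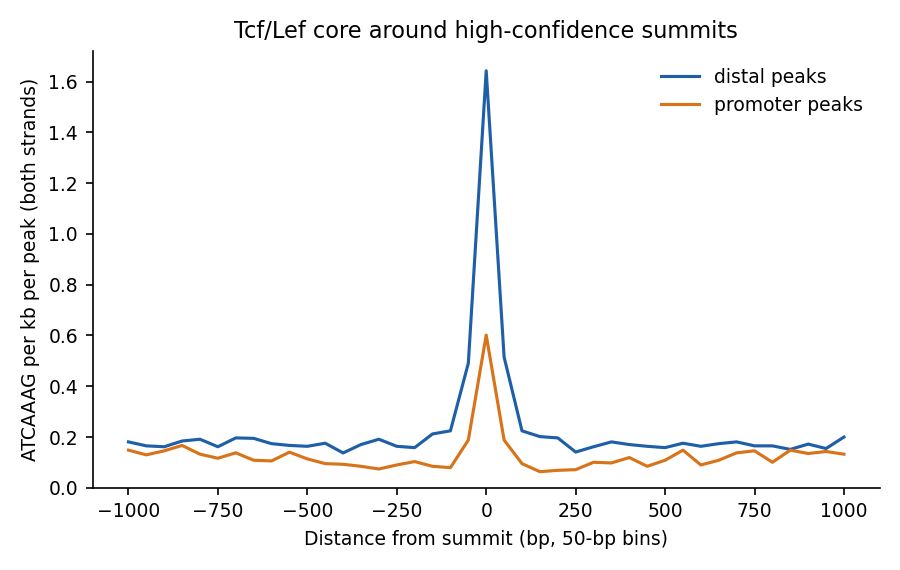
Copies of ATCAAAG per kb per peak on both strands against distance from the summit (bp, in 50-bp bins), for distal (blue) and promoter (orange) high-confidence peaks. Both lines peak at the summit, at 1.64 per kb for distal and 0.602 per kb for promoter peaks.

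The core share rose with fold enrichment. It was 7.88% (7.29 to 8.51) at fold enrichments of 4 to 6, 8.36% at 6 to 10, 13.7% at 10 to 20, and 29.4% (23.9 to 35.5) at 40 or more. At 20 to 40 the core was found in 244 of 1284 peaks. In promoter peaks the share went from 3.13% (2.58 to 3.79) at 4 to 6, which did not exceed the 3.57% of their flanks, to 29.6% (15.9 to 48.5) in the 27 promoter peaks at 40 or more. In distal peaks it went from 11.3% (10.4 to 12.3) to 29.3% (23.6 to 35.8). The odds ratio of distal against promoter peaks fell over the same ranges from 3.96 (3.17 to 4.93) to 3.46, 1.73, 1.13 and 0.986 (0.409 to 2.37), and the 5 values differed by more than their error (chi-square test of homogeneity, p = 1e-12).

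**Figure D5:**
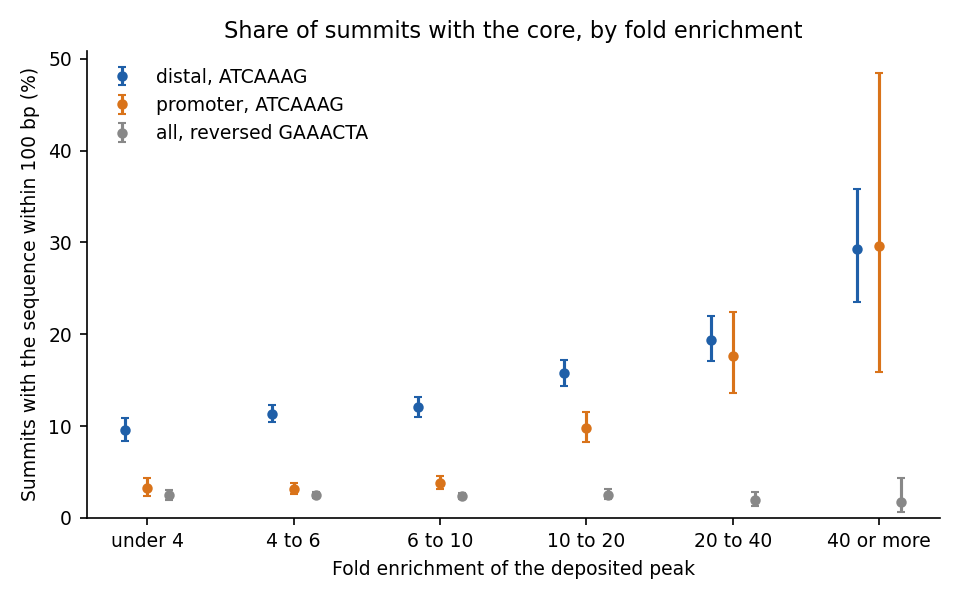
Share of summits (%) with the core within 100 bp by fold enrichment of the deposited peak, for distal (blue) and promoter (orange) peaks, and with the reversed sequence for all peaks (grey); bars are 95% Wilson intervals. The distal and promoter shares differ under a fold enrichment of 20 and meet at 40 or more, where they are 29.3% and 29.6%.

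Other sequences separated the classes as well. The ETS core CGGAAGT was found in 13.3% of promoter peaks (12.5 to 14.1) and 2.75% of distal peaks, against 0.550% and 0.548% of their flanks. The Runx core TGTGGTT was found in 21.7% of distal peaks (21.0 to 22.5) and 6.10% of promoter peaks, against 5.10% and 5.45% of their flanks. Among all 8192 sequences of 7 bases, TGTGGTT ranked 1 and ATCAAAG ranked 2 by excess over the flanks in distal peaks. AGGAAGT, which differs from the ETS core in its first base only, ranked 6 there. It was present in 12.5% of distal summit windows and 2.51% of flanks. The low distal share of the ETS core therefore holds for that exact sequence, not for ETS-like sequences at large. In promoter peaks the first was CCCGCCC, present in 23.4% of summit windows and 1.03% of flanks, while CGGAAGT ranked 20 and ATCAAAG ranked 914. Flanks had a lower median GC content than high-confidence summits (45.0% and 51.7%), and these ranks were not corrected for it.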

Values the study reported

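The study reported 19,042 high-confidence Tcf1 peaks in WT CD8+ T cells. By a motif score from a position-weight matrix, it counted 2,866 peaks with a score above 7 as direct binding sites and 5,197 with a score under 3 as indirect ones. It described the direct sites as mostly distal. The indirect sites lay in promoters more often and were enriched for ETS motifs. At Prdm1 it placed a high-confidence peak 24 kb upstream of the transcription start site and another in intron 3.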

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

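Both tests in this part were chosen before their results were seen. The signal that stood out lies in the 3244 deposited peaks under the fold minimum of 4, which enter none of the comparisons of high-confidence peaks. Of these peaks, 234 carried the exact Tcf/Lef core within 100 bp of the summit, or 7.21% (6.37 to 8.16), against 3.24% of their flanking windows (Fisher's exact test, two-sided, −log10 p = 17.0). The interval overlaps the 7.88% (7.29 to 8.51) of peaks at fold enrichments of 4 to 6. The excess over the flanks was in distal peaks, at 9.51% against 3.35%; in promoter peaks the shares were 3.21% and 3.04%, and the difference between the classes was not tested here.

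Base composition of the windows would raise the reversed sequence as well, but the reversed sequence was found at 0.798 times its flank share (2.44% against 3.05%), which argues against composition as the cause. Regions with many fragments in both libraries were also weighed, because 229 of these peaks had control levels over 50. In the 2035 peaks under the minimum whose control level was at its floor, the core share was 7.91%, against 2.90% of their flanks, so such regions do not account for the excess. The fold minimum itself is a filter of the authors, and 2186 of these peaks lay within 1 Poisson SD of it. The excess was not specific to the Tcf/Lef core: in these peaks the ETS core was found at 3.98% against 0.385% of flanks, and the Runx core at 10.3% against 4.67%. A part of the peaks under the minimum may be Tcf1 sites too weak for the depth of the WT library, as the 7.91% at the control floor would allow, but open chromatin in general, which was not analysed here, may show the same excess. Both remain open, since no second WT library was available, and the design gave no group with which to test a biological explanation.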

How the results depend on the processing

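Across 12 results and 79 alternatives, 65 values held: those with a test kept their direction and their side of the threshold, those without one stayed within their interval, and counts of peaks stayed within 1.5 times 19042, a wide limit. Of the 65, 12 could not have moved, since 0 peaks overlapped to be merged and q under 0.01 removed none. For 3 more, the median control level under a filter on peaks, the median was saturated at the floor. These say nothing about stability. Another 13 values moved, and 1 fell short of the test's threshold. The alternatives added after the data were seen were promoters of protein-coding genes only, random placement within 50 kb of start sites, merging of peaks with a gap of at most 1 kb for the neighbour share, X density per transcription start position and per protein-coding gene, the clustered contrast in distal peaks only, and all 7 alternatives of the odds ratio.

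The number of high-confidence peaks stayed between 14488 (fold minimum 5) and 22286 (no fold minimum) under the other alternatives but fell to 7536 at a fold minimum of 8. The median fold enrichment was 6.09 with no fold minimum, 12.3 at a minimum of 8 and 7.79 at q under 1e-10, and the median width was 446, 647 and 528 bp in that order. These moves follow from which peaks each filter removes. The median control level was 6.29 when no pseudocount was assumed, which follows from the formula. It equalled the floor under every other alternative run.

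The X to autosome ratio was 0.316 with no fold minimum, 0.161 at a minimum of 8, 0.177 by covered bp per Mb, 0.266 per transcription start position and 0.347 per protein-coding gene. It stayed under 1 in all alternatives run. The cause of the moves with the fold minimum and with covered bp was not tested; the per-gene values change by construction, because X has fewer genes per Mb.

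The neighbour share and the dispersion exceeded every random placement under each alternative run, with observed neighbour shares from 31.1% (fold minimum 8, random mean 6.21%) to 84.1% (50 kb, random mean 54.4%). The clustered contrast in fold enrichment ranged from 0.08 to 0.12 on the log2 scale. It was 0.10 for pileup and 0.23 for −log10 q, which are other quantities. The rho of width and fold enrichment ranged from 0.393 to 0.723 over its filters. Promoter shares ranged from 34.0% to 46.9%, and their enrichment over the genome share from 5.05 times (2.5 kb) to 12.1 times (protein-coding genes only). The core share ranged from 8.21% (50 bp) to 56.5% (any 1 base free), above its flanks in each case. The odds ratio of the core ranged from 2.08 to 2.98 under 6 alternatives. At a fold minimum of 20 it was 1.17 (Fisher's exact p = 0.349), and fewer peaks (1519) entered.

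No paired analysis was possible because each group had 1 library. Depth limits which peaks pass: at the control floor 25 fragments decide, with a Poisson interval of 16.2 to 36.9.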

Other observations

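The tests of a single X copy together with gene density or start site density, and of recovery without Tcf1 as the whole cause of the promoter pattern, were chosen only after those results were seen. Chromosome X held 0.224 times the autosomal density of high-confidence summits. The labels give no sex, and the study's methods state that males and females were both used, so the number of X copies in these libraries is unknown. The 50 deposited peaks on Y, most of them in regions with high control levels, do not settle it. Male cells, with 1 copy of X, are the case in which copy number would lower the X pileup most. If autosomal pileups are divided by 2 to match that case, 7656 autosomal peaks still pass, and the X ratio rises to 0.548 (0.486 to 0.616), with X at 1.75 per Mb under the lowest autosome at 2.24, which excludes a single copy as the whole explanation. Fewer start sites on X do not explain it alone either, since the ratio per transcription start position was 0.266 (0.236 to 0.299), with X at 6.07 summits per 100 positions and the lowest autosome at 14.7. How close a single copy and lower density came together depended on the measure of density. Per 100 transcription start positions, X had 6.07 summits (5.39 to 6.82), inside the range of 5.58 to 14.2 of the autosomes with their pileup divided by 2, but 18 of the 19 autosomes were above X and the ratio was 0.652 (0.578 to 0.732). Per 100 protein-coding genes, the measure most favourable to X, X had 30.4 summits (26.9 to 34.1), inside the range of 24.8 to 48.6 of the autosomes with their pileup divided by 2, although 17 of the 19 autosomes were above X. The ratio was 0.849 (0.753 to 0.954), and both intervals exclude 1. If the cells were mainly male, a single X copy with a lower gene density may account for a part of the deficit whose size depends on that measure, a hypothesis found on the same data. In female or mixed cells copy number would account for less, and a remaining difference of X stays open in either case. No biological explanation was tested.

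Summits lay closer together than random placement. One candidate explanation is that peaks follow genes, but the highest share among placements within 50 kb of a start site was 23.7%, under the observed 49.2%. Splitting of broad regions into several peaks is another. After peaks with a gap of at most 1 kb were merged, the share was 42.0%, above the highest random share of 14.9%. Both may contribute, since each narrowed the contrast. Splitting at gaps of at most 1 kb does not account for it, and neither does a loose placement within 50 kb of start sites. That placement was not matched to how closely peaks follow start sites, since 39.6% of high-confidence peaks lay in promoters. A placement matched to promoters was not run, so closer following of genes stays open. Uneven mappability and open chromatin were not tested. The small excess in fold enrichment of clustered peaks was 0.10 on the log2 scale among distal peaks alone (two-sided permutation p = 4e-04), so a different share of promoters is not its whole cause. No biological explanation was tested for either pattern.

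The rise of the core share with fold enrichment could come from poorly placed summits in weak peaks. With windows widened to 200 bp, the share at a fold enrichment of 40 or more was still 3.34 times that at 4 to 6, against 3.73 times at 100 bp. The reversed sequence was found in 1.70% of peaks at 40 or more and 2.47% at 4 to 6, which argues against base composition. The rise is consistent with the strongest sites holding Tcf1 on its own sequence more often, a hypothesis that these tests leave open. No biological explanation was tested.

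Promoter peaks carried the core less often than distal peaks. Base composition alone is not enough: relative to the reversed sequence, the core was 0.553 times as frequent in promoters as in distal peaks (0.440 to 0.694). Recovery of open promoters by the antiserum in the absence of Tcf1 may contribute, because 14.6% of promoter peaks (13.8 to 15.4) had a control level above the floor, against 13.1% of distal peaks (Fisher's exact test, two-sided, p = 0.00296). The difference is small, and among peaks with the control level at its floor the odds ratio was 2.82 (2.49 to 3.19), so such recovery is not the whole cause. Indirect recruitment at promoters through other factors stays open as a hypothesis. No group in the design allowed a test of it.

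The ETS core in promoter peaks might reflect promoters at large. Among 14017 promoters of protein-coding genes without a deposited peak, weighted to the same GC content, 2.94% (2.54 to 3.34) carried it, against 13.9% (13.1 to 14.7) of the 7119 promoter peaks at such genes. The reversed ETS sequence was level, at 2.87% and 2.91%. Promoters of like GC content therefore do not account for the share. The ETS core holds the pair CG and its reversed sequence does not, and the weighting was by GC content only. A difference in CG pairs between the 2 sets of promoters therefore stays open. Promoters without a peak may be inactive in these cells, and activity was not analysed here, so active promoters as a class, whether or not bound by Tcf1, remain a possible source, and no biological explanation was tested. In the same comparison the Tcf/Lef core was found in 4.92% of promoter peaks and 1.45% of promoters without a peak. Its reversed sequence was also higher in promoter peaks, at 1.85% (1.57 to 2.19) against 1.09% (0.900 to 1.28), so a part of that contrast is not specific to the core. Under a fold enrichment of 10 the core shares were 3.30% and 1.38%, with 1.94% and 1.03% for the reversed sequence. At 10 or more they were 11.2% and 1.74%, with 1.51% and 1.33%. The background matters for the weaker promoter peaks, since at fold enrichments of 4 to 6 their core share, 3.13%, did not exceed that of their flanks, 3.57%. It also matters for the Runx core, which in promoter peaks was close to its flank share. Against the weighted promoters without a peak, the Runx core was found in 5.30% of promoter peaks and 2.48% of those promoters. Its reversed sequence was found in 1.87% and 1.47%.

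The count of peaks with the exact core, 1940, rests on a different measure from a motif score and is not a recount of the direct sites quoted from the study. Outside the comparisons, 9 deposited peaks lay on the mitochondrial genome beside the 50 on Y. The Y peaks had a median pileup of 377 against a median control level of 225, and 4 were high-confidence. The mitochondrial peaks had medians of 153 and 76.2, and 0 were high-confidence. Among 243 deposited peaks with control levels over 50, the largest groups were 40 peaks at chromosome 11, 3036498 to 3099834, and 36 on Y, 2604315 to 2902396. The next was a group of 26 on X, 120115753 to 120951746.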
